A study of Mus musculus with 24 samples. Its data were reported in "Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice" (2012).

How the data were processed

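Gastrocnemius RNA of 24 male mice was measured on 24 two-colour oligonucleotide arrays, 1 animal per array and 8 arrays in each of 3 diet groups. The groups, taken from the deposited labels, were a corn-oil-based high-fat diet (cHF), the same diet with an n-3 long-chain polyunsaturated fatty acid concentrate (cHF+F), and the same diet with a low dose of rosiglitazone (cHF+ROSI). The Cy5 channel held the RNA of the animal and the Cy3 channel held a pooled reference that was the same on every array, and no dyes were swapped. A further diet that combined both additions was not analysed here.

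Per the file headers, the scanner files hold the spot and local background intensity of each channel on a linear scale, as quantified by Feature Extraction version 10.5.1.1, without background subtraction or dye correction in the columns used for the main values. The same files also hold intensity values that Feature Extraction had background-subtracted, detrended and dye-normalized, and these deposited values served as an alternative. The authors also deposited 1 table of log2 values, in which the Cy5 signal had been normalized against Cy3 after dim spots were removed, and all of its columns have the same median. That table has 20721 rows for 19387 different probes. Of its columns, 16 carry names of the cHF and cHF+F groups, and the other 8 carry the name of the combined diet, which matches no group of the series, so those 8 columns were not used. The 20721 rows equal the number of probes that the study gave for its first array analysis, of cHF, cHF+F and cHF+ROSI. Those 8 columns might therefore hold the cHF+ROSI arrays under another name, which was not tested.

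Each array held 45018 spots, of which 43379 were not controls and represented 41174 different probes. Median spot signals were background-corrected by normexp with an offset of 50, log2 ratios of Cy5 over Cy3 were normalized within each array by loess with a span of 0.3, and replicate spots of a probe were averaged. Spots with a quality flag were treated as missing, and a probe needed at least 4 unflagged arrays in each group. Probes were kept when the mean ratio of signal to background was at least 2 in both channels, which left 15958 probes. Of these, 12577 were named through their accession in a mouse reference table of gene symbols, 2544 by the name in the scanner file only, and 837 had no symbol, giving 10891 different symbols. Coordinates are those of the scanner files, on mouse build mm8 (NCBI build 36).

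Signal over background stood in place of depth. The share of spots well above background in Cy5 lay between 30.4% and 61.3% on 23 arrays and was 91.1% on the remaining one, and the corresponding Cy3 shares lay between 21.1% and 49.3% and at 83.3%. The number of arrays limits the precision of each value. Pairs of arrays of 1 group had raw log2 Cy5 signals that correlated at 0.842 to 0.996 across probes, and no pair held identical values. Each of 8 slides held 1 array of each group, in a fixed order, so that the place on the slide was the same for all arrays of a diet, and all arrays were scanned on 1 day.

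Log2 ratios were compared between the groups with limma version 3.58.1 (lmFit and eBayes) in R version 4.3.3, with data.table version 1.17.8, in a single two-sided model of the 3 groups without a block, since the study's methods name none. The Benjamini-Hochberg method was applied over all kept probes, and a probe was called at an adjusted p under 0.05. Because the study selected genes by a significant test together with a fold change of at least 1.5 (or 1.2 for pathways), with no correction for multiple tests stated, the numbers of probes with an unadjusted p under 0.05 and these fold changes were counted as well. The reference channel was tested by the same model on the Cy3 signal alone, after quantile normalization between arrays.

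A list of 18 genes that the study followed by real-time quantitative RT-PCR (qRT-PCR) was tested with 1 probe per gene, the brightest. It was written after reading the paper, and part of its genes, including Pdk4, Scd1, Acot1 and Trib3, had been picked by the study on these same arrays. The 13 gene sets were also written after reading the paper: slow fibre, fast fibre, adipocyte, liver, fatty acid oxidation, SREBP targets, ATF4 targets, immediate early, FOXO and atrophy, clock, oxidative phosphorylation, blood, and macrophage. The qRT-PCR list shares 4 genes with the slow fibre set, 6 with fatty acid oxidation, 2 with SREBP targets and 1 with ATF4 targets. Sets were tested by camera with a preset inter-gene correlation of 0.01, over 10686 genes and 26 tests, with fry and camera with an estimated correlation as checks. A further list of 32 testis genes was written after sperm transcripts were seen among the changed probes, and 13 of its genes were detected.

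In each comparison the genes to be named were the called genes with the largest changes or, where no probe was called, those with the 5 smallest p-values among probes with a symbol that were well above background in Cy5 on enough arrays, in addition to the qRT-PCR list and up to 5 members of each called set. Scores of a gene list were the mean log2 ratio of its genes on an array. They were compared between groups by exact permutation tests. Relations between scores were computed on deviations from the group means, by permutation tests with 100000 permutations within the groups. The mice farthest from the median were also picked by these deviations. All these tests were two-sided.

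Alternatives comprised mean spot signals, no background correction, the processed signals of Feature Extraction, median centring in place of loess, quantile normalization of the average intensity, Cy5 alone, the authors' table, no filter and a stricter filter on dim probes, the replicate number (slide) as a block, only the 2 groups compared, array weights, each array left out in turn, the methods' t-test, and the mean of all probes of a gene. A loess with a span of 0.1 was added after seeing the data. The procedure was tested on simulated data with 200 randomly picked probes per comparison changed by 1.5-fold or 2-fold. Of these, 97% and 95% were called, with 4.90% and 3.55% false calls. The noise was drawn independently for each probe and without a slide effect, unlike in the real arrays. These shares therefore do not give the power of the real comparisons. In simulated data with shifted gene sets, camera called all 40 shifted sets and 4 of 480 unshifted ones, and fry called 40 and 4. When the real arrays were regrouped at random, camera called a median of 8 sets, so the simulated rate cannot be carried over to them.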

Results

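To examine how 2 additions to an obesogenic diet affected gene expression in the skeletal muscle, the gastrocnemius of male C57BL/6N mice was analysed on whole genome arrays. The animals had been fed for 8 weeks a high-fat diet with 35% lipids by weight (cHF; 8 mice), the same diet in which a concentrate of n-3 LC-PUFA (46% DHA and 14% EPA) replaced 15% of the lipids (cHF+F; 8 mice), or the same diet with 10 mg rosiglitazone per kg (cHF+ROSI; 8 mice). Rosiglitazone is an anti-diabetic drug of the thiazolidinedione class. Before dissection the mice were fasted for 10 hours and then re-fed Chow overnight. Expression was measured as the log2 ratio of the signal of 1 animal over that of a common pool, and 15958 probes of 10891 genes were bright enough to be compared. The arrays of slides 1 to 3 were dimmer than the others, and the cHF mouse with replicate number 3 had the fewest spots well above background, 30.4% in Cy5. Each slide held 1 array of each group, so differences between slides did not separate the diets, whereas the position of an array on its slide was the same for all mice of a diet.

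The comparison of the cHF+F with the cHF mice asked which muscle genes responded to n-3 LC-PUFA. No probe differed at an adjusted p under 0.05 in limma (0 of 15958), and 1094 probes had an unadjusted p under 0.05, where 797.9 would be met by chance. The smallest adjusted p was 0.0773. The alternative that moved the number of calls most was the use of array weights, with 13 called probes, while the fit with the slide as a block called 6. At a fold change of at least 1.5 and an unadjusted p under 0.05, 15 probes of 12 genes were found, 3 higher and 12 lower in the cHF+F mice. This number ranged from 11 to 46 over the alternatives and was 7 without the mouse with replicate number 2 of the cHF+F group. At a fold change of at least 1.2, there were 169 probes, 68 higher and 101 lower.

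None of the genes with the smallest p-values passed the correction. Sec14l1 (probe on chromosome 11, 116974875 to 116974934) was higher in the cHF+F mice by 0.27 on the log2 scale (SE 0.05; 0.15 ± 0.08 against -0.12 ± 0.10, SD, n = 8; limma adjusted p 0.0773). Icam2 (chromosome 11, 106193821 to 106193880) changed by -0.25 and Rtp4 (chromosome 16, 23528931 to 23528990) by -0.50, both with a limma adjusted p of 0.0773. Cldn5 (chromosome 16, 18691516 to 18691575) was lower, with a log2 change of -0.65 (SE 0.13; -0.62 ± 0.40 against 0.034 ± 0.21, SD, n = 8; limma adjusted p 0.121). Fbxl22 (chromosome 9, 66312232 to 66312291) was higher by 0.43 (limma adjusted p 0.121). For each of these 5 genes, all 8 cHF+F arrays lay on the same side of the cHF mean. The changes were not the same when the reference channel was left out. In Cy5 alone, that of Sec14l1 was 0.12 and that of Fbxl22 0.26, while that of Cldn5 was -0.85. The direction of all 5 was kept in the 13 alternatives that gave a value, and each gene passed the threshold in 1 to 3 of these.

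The 15 probes past the fold and p thresholds included 7 probes of 4 slow fibre genes, all lower, namely Myh7 (-0.84 and -0.80 for 2 probes), Tnni1 (-0.81 and -0.70), Myh6 (-0.75 and -0.65) and Tnnc1 (-0.70). The others that were lower were Pdk4 (-1.09), Scd1 (-0.998), Fos (-0.81), Cldn5 (-0.65) and Flvcr1 (-0.59). Higher were Nmrk2 (0.81), Stbd1 (0.64) and Trib3 (0.61). These genes are named here because the fold change threshold is that of the study's methods, and they were singled out after their values were seen. In Cy5 alone all 15 had the same sign and 13 of them still changed by at least 1.5-fold. The exceptions were Flvcr1 (-0.58 in Cy5 alone) and the Myh7 probe at -0.80. That Myh7 probe changed by -0.23 in Cy5 alone and by 0.54 in Cy3, so that most of its ratio came from the reference.

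Of the 18 genes followed by qRT-PCR in the study, 17 were bright enough to be tested. The probe of Cyp1a1 was too dim, with a mean signal to background ratio of 1.78 in Cy5 and 1.54 in Cy3. In the cHF+F mice 4 of the 17 genes differed from cHF in limma when adjusted over the list alone, and 0 when adjusted over all genes, with 10 at an unadjusted p under 0.05. Part of these genes, including the 4 that differed, had been picked by the study on these same arrays, so the first of these counts is not independent evidence. Pdk4 (chromosome 6, 5433441 to 5433500), which encodes a kinase that inhibits pyruvate dehydrogenase, was lower by a log2 change of -1.09 (SE 0.32; -0.95 ± 0.88 against 0.14 ± 0.34, SD, n = 8), with a limma adjusted p of 0.00796 over the list alone and 0.402 over all probes, and 8 of 8 arrays lay below the cHF mean. Scd1 (chromosome 19, 44448208 to 44448267), a fatty acid desaturase, changed by -0.998 (SE 0.24; limma adjusted p 0.00588 over the list alone and 0.275 over all probes; 7 of 8 arrays). The thioesterase Acot1 (chromosome 12, 84907250 to 84907309) changed by -0.55 (SE 0.15; limma adjusted p 0.00728 and 0.368; 7 of 8 arrays). The pseudokinase Trib3 (chromosome 2, 152029060 to 152029119) was higher by 0.61 (SE 0.17; limma adjusted p 0.00728 and 0.388; 6 of 8 arrays). Over the whole list, 5 genes were higher and 12 lower. The count over the list alone was 1 with Cy5 alone and 10 with the slide as a block, and 9 without the mouse with replicate number 5 of the cHF+F group.

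**Figure D1:**
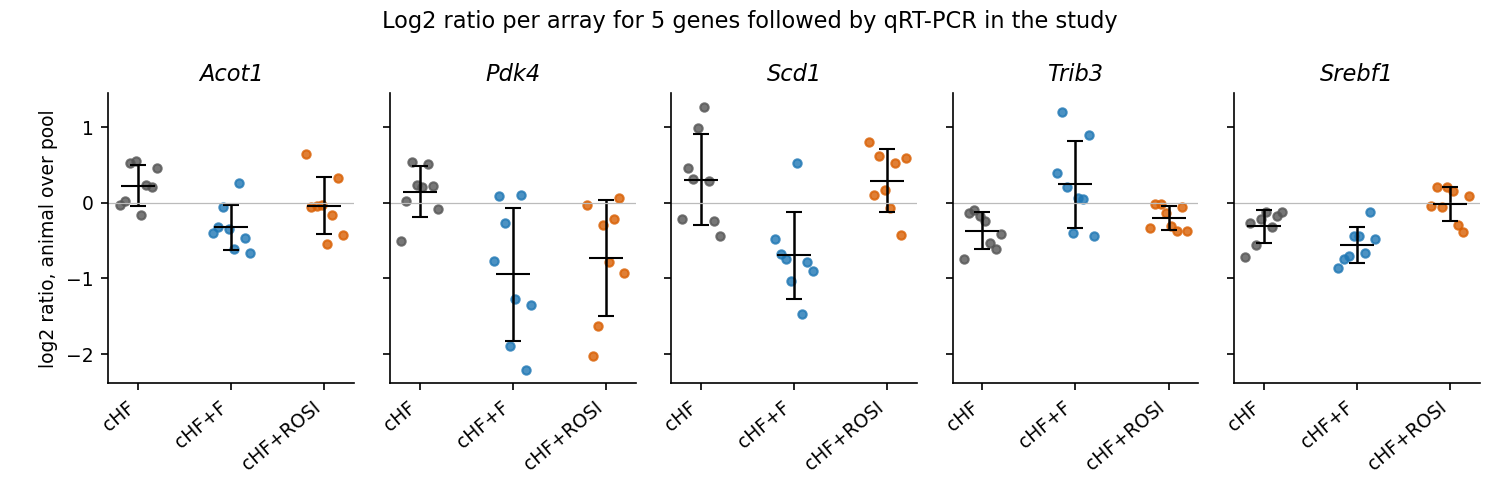
Log2 ratio of each animal over the common pool for 5 genes followed by qRT-PCR in the study, with 1 point per array, 8 arrays per group, and the mean with SD in black. The Pdk4 mean was 0.14 in the cHF mice, -0.95 in the cHF+F mice and -0.73 in the cHF+ROSI mice, and that of Srebf1 was -0.31, -0.56 and -0.016.

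The comparison of the cHF+ROSI with the cHF mice asked the same question for rosiglitazone. No probe was called by limma (0 of 15958), 751 probes had an unadjusted p under 0.05 against 797.9 by chance, and the smallest adjusted p was 0.996. None of the alternatives, and no fit that left out 1 array, gave a call. The genes with the smallest p-values were Gimap1 (chromosome 6; -0.28), Nampt (chromosome 12; 0.31), Stk11ip (chromosome 1; -0.24), Nsfl1c (chromosome 2; 0.20) and Asb5 (chromosome 8; 0.28), each with a limma adjusted p of 0.996 and with 8 of 8 cHF+ROSI arrays on the same side of the cHF mean. At a fold change of at least 1.5 and an unadjusted p under 0.05, 17 probes were found, 14 of them of 11 named genes and 3 without a symbol, with 15 higher and 2 lower, and 95 probes (56 higher and 39 lower) at a fold change of at least 1.2. The number at 1.5-fold ranged from 6 with the methods' t-test to 40 with the processed signals of Feature Extraction.

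The 2 lower transcripts of these 17 were Pdk4 (-0.87) and Hp (-0.76), and Pdk4 was the only gene shared with the corresponding probes of the cHF+F mice. Of the 15 higher probes, 8 belonged to genes of the liver list or to the sperm protein genes Prm1, Prm2 and Tnp1. The changes reached 1.51 for Mup1 (SE 0.69; -0.32 ± 2.07 against -1.83 ± 1.101, SD, n = 8) and 1.70 for Prm1 (SE 0.56; 0.0061 ± 1.71 against -1.69 ± 0.60, SD, n = 8). They differed widely between the mice of the group. The other higher probes were those of Mup5, Apoc1, Fbp1 and Atf3, which are on neither list, and those without a symbol. Of the latter, 1 on chromosome 4 (61003051 to 61003232) lay near a probe of Mup1 (61004429 to 61005728). Another (61320124 to 61445744) spanned the probe of Mup5 (61321424 to 61321483). The count of 8 thus covers the listed genes only and may be a lower limit. Without the mouse with replicate number 8 of the cHF+ROSI group, 12 probes passed both thresholds (9 higher and 3 lower), of which 6 were among the 17. Of the qRT-PCR list, 0 genes differed from cHF in limma adjusted over the list alone and 0 over all genes, and 3 had an unadjusted p under 0.05, namely Pdk4, Cpt1b (-0.20) and Srebf1 (0.30), each with a limma adjusted p of 0.0579 over the list alone. With the slide as a block 2 list genes were called over the list alone. In the list 4 genes were higher and 13 lower, and a second probe of Cd36 had the opposite sign (0.019 against -0.098).

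Mean log2 ratios of the liver and the sperm protein genes were compared between the groups by two-sided exact permutation tests, in a family of 12 tests. These tests took no account of the slide. The score of 10 liver genes was -0.84 ± 0.55 in the cHF, -0.49 ± 0.65 in the cHF+F and -0.21 ± 1.01 in the cHF+ROSI mice (SD, n = 8). The differences from cHF were 0.35 (exact p 0.275, adjusted 0.648) and 0.63 (exact p 0.146, adjusted 0.492). The sperm protein score was -0.64 ± 0.25 in the cHF and 0.17 ± 1.04 in the cHF+ROSI mice (SD, n = 8), a difference of 0.81 (exact p 0.0129, adjusted 0.155). Neither difference passed the correction. Over the 24 mice, the deviations of the liver and sperm protein scores from their group means correlated with r = 0.524 (permutation p 0.0324, adjusted over 5 relations 0.0809) and rho = 0.557 (permutation p 0.00848, adjusted 0.0212). Without the 2 mice whose liver deviation lay farthest from the median (cHF+ROSI replicates 6 and 8) r was 0.354, and within the groups (cHF, then cHF+F, then cHF+ROSI) it was 0.503, 0.381 and 0.598 (exact p 0.206, 0.342 and 0.110), so that the relation rested in part on those 2 mice. With slide means removed r was 0.427.

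**Figure D2:**
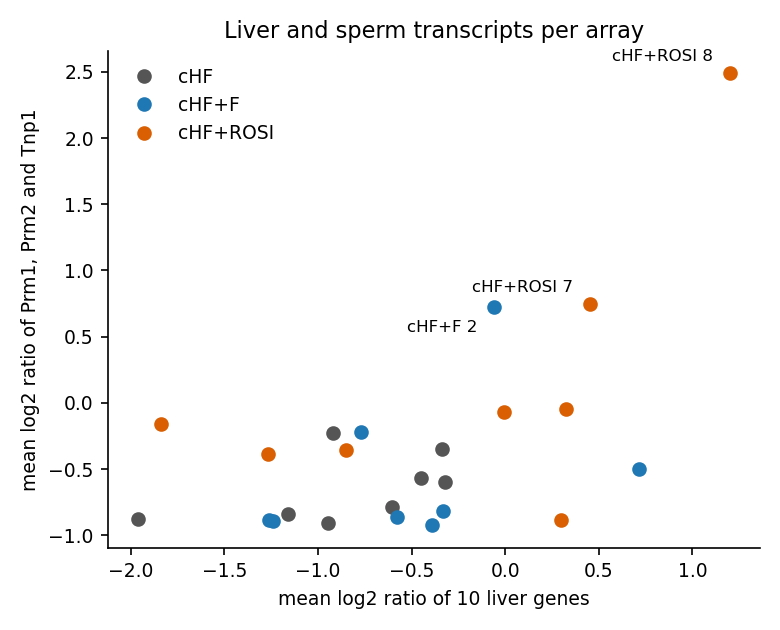
Mean log2 ratio of 10 liver genes (x axis) and of the sperm protein genes Prm1, Prm2 and Tnp1 (y axis), with 1 point per array, coloured by diet group. The array of the cHF+ROSI mouse with replicate number 8 had the highest value on both axes, 1.202 and 2.49.

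The cHF+F and cHF+ROSI mice were compared directly to test whether the effects of the additions differed. No probe was called by limma (0 of 15958), 1065 had an unadjusted p under 0.05, and the smallest adjusted p was 0.379. That p belonged to Srebf1 (chromosome 11, 60015907 to 60015966), a transcription factor of lipid synthesis, which was lower in the cHF+F mice by a log2 change of -0.54 (SE 0.11; -0.56 ± 0.24 against -0.016 ± 0.23, SD, n = 8; 8 of 8 arrays). Fbxl22 (0.41), Tcf15 (-0.33), Dapk2 (-0.28) and Ppnr (0.30) followed, with a limma adjusted p of 0.434 each and 8 of 8 arrays in that direction. Without the mouse with replicate number 7 of the cHF+ROSI group 2 probes were called, the largest number among the fits that left out 1 array. In the qRT-PCR list 5 genes differed in limma adjusted over the list alone and 0 over all genes, with 5 at an unadjusted p under 0.05. Scd1 (-0.98) and Srebf1 were lower, and Fbp2 (0.31), Gpd1 (0.31) and Trib3 (0.45) were higher in the cHF+F mice. This count was 1 with median centring, 6 with the slide as a block and 2 without the mouse with replicate number 2 of the cHF+F group.

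Across the 15958 probes, the log2 changes in the cHF+F and in the cHF+ROSI mice correlated with r = 0.391, and 64.5% of probes had the same sign in both. Both changes were taken from the same cHF arrays, and probes are not independent replicates. Simulated treated groups without any change gave r = 0.502 (0.461 to 0.533), so the observed value was not above the level that the shared control produces. The correlation was 0.731 with Cy5 alone, the alternative that moved it most, where simulated groups gave 0.481 to 0.532. Arrays regrouped at random, which keep the relations between probes, gave 0.452 ± 0.324 (SD) with Cy5 alone, and 24 of 100 such groupings were as high.

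Of the 13 gene sets, camera with a preset correlation gave 11 calls among 26 tests, while fry and camera with an estimated correlation gave 0, with 3 each at an unadjusted p under 0.05 and smallest adjusted p-values of 0.114 and 0.185. None of the calls listed here therefore held under either check. The sets were also written after reading the paper, which lists members such as Fos, Tnni1 and Mup1 as changed on these same arrays. The calls are thus not independent evidence. In the cHF+F mice the camera calls were slow fibre (mean log2 change -0.37, 10 of 11 genes lower, adjusted p 0.00127), fatty acid oxidation (-0.25, 21 of 22 lower, adjusted p 7.14e-09), immediate early (-0.28, 15 of 16 lower, adjusted p 7.65e-08), macrophage (-0.15, 11 of 12 lower, adjusted p 6.25e-04) and liver (0.35, 10 of 10 higher, adjusted p 0.0165). The largest changes were those of Pdk4, Acot1 and Angptl4 (-0.51) in fatty acid oxidation, and of Fos and Junb (-0.45) among the immediate early genes. In the cHF+ROSI mice the calls were liver (0.63, 10 of 10 higher, adjusted p 9.06e-07), fatty acid oxidation (-0.23, 21 of 22 lower, adjusted p 2.58e-09), SREBP targets (0.096, 12 of 14 higher, adjusted p 0.00119), blood (-0.43, 3 of 3 lower, adjusted p 0.00997), slow fibre (-0.21, 9 of 11 lower, adjusted p 0.0452) and oxidative phosphorylation (-0.11, 38 of 46 lower, adjusted p 3.26e-07). Whether a set differed between the cHF+F and the cHF+ROSI mice was not tested.

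Several set calls depended on which arrays were included or on the scaling. The slow fibre call in the cHF+ROSI mice was lost in 9 of the 24 fits that left out 1 array. The change was -0.072 (adjusted p 0.632) without the cHF+ROSI mouse with replicate number 8, -0.14 (0.184) without the cHF mouse with replicate number 4 and -0.17 (0.198) without the cHF+ROSI mouse with replicate number 2. That set was not called either with mean spot signals (adjusted p 0.0696), no background correction (0.106), the processed signals (0.294), Cy5 alone (0.164) or the span of 0.1 (0.0965). In Cy5 alone, fatty acid oxidation in the cHF+ROSI mice changed by -0.11 (adjusted p 0.130). Without the mouse with replicate number 1 of the cHF+F group, the liver change there was 0.18 (adjusted p 0.288), and it was 0.50 with the stricter filter (adjusted p 0.145), 0.24 with array weights (0.118), 0.19 without the cHF mouse with replicate number 6 (0.211) and 0.29 without the cHF+F mouse with replicate number 2 (0.0545). The blood change in the cHF+ROSI mice was -0.29 (adjusted p 0.0766) without the cHF mouse with replicate number 7 and -0.19 (adjusted p 0.0894) with no filter. The oxidative phosphorylation change in the cHF+ROSI mice reversed to 0.14 in Cy5 alone, was -0.039 with median centring, and was -0.044 (adjusted p 0.0449) without the mouse with replicate number 3. The macrophage change in the cHF+F mice was -0.099 (adjusted p 0.0190) without the mouse with replicate number 4 of that group, and that of the SREBP targets in the cHF+ROSI mice was 0.063 without replicate number 1 and 0.16 without replicate number 7, each still called. The sets without a call in either comparison were fast fibre (0.060 and -0.11 in the cHF+F and the cHF+ROSI mice), adipocyte (-0.019 and 0.050), ATF4 targets (0.027 and -0.032), FOXO and atrophy (-0.049 and -0.11) and clock (-0.0079 and -0.016). The SREBP targets in the cHF+F mice had a mean of -0.033, a median of 0.030 and a test direction that was up. The mean and the test direction also differed in sign for adipocyte in the cHF+F mice, with a median of -0.060, and for clock in both, with medians of 0.0046 and -0.0023. FOXO and atrophy in the cHF+ROSI mice had a median of 0.0037 beside its negative mean.

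**Figure D3:**
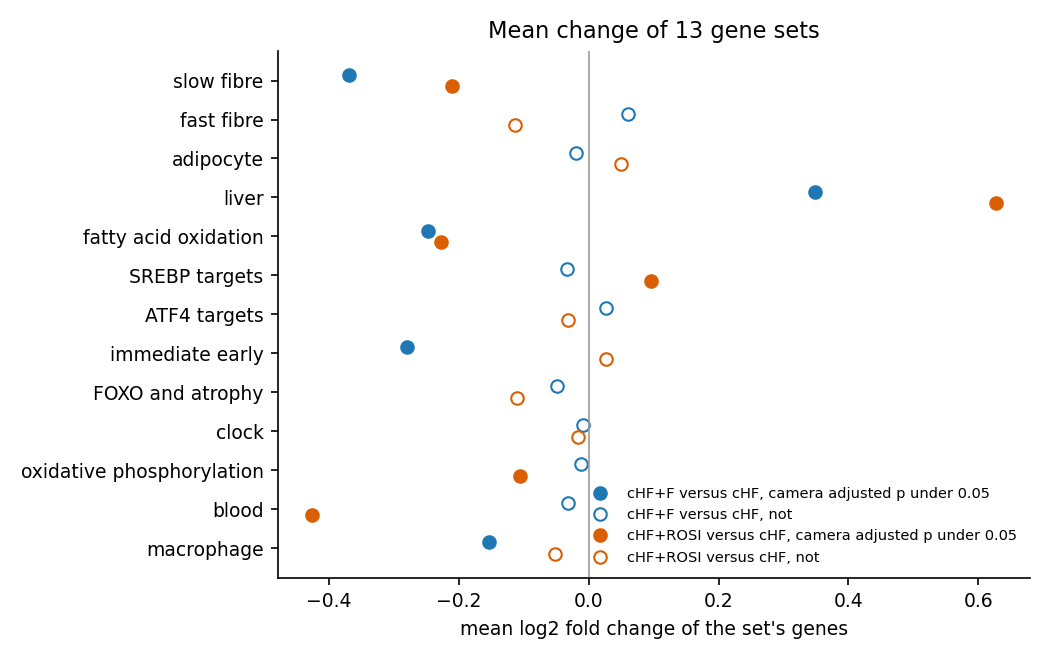
Mean log2 fold change of the genes of 13 sets (x axis) in the cHF+F and the cHF+ROSI mice against cHF, with filled points for an adjusted p under 0.05 by camera with a preset correlation. No point would be filled by fry, and the oxidative phosphorylation value of the cHF+ROSI mice, -0.11 here, was 0.14 in Cy5 alone.

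The brightest probes differed on 1 array of the cHF+ROSI group. Among 273 probes in the brightest 2% that belonged to no listed set, the median log2 ratio was -0.69 on the array of the mouse with replicate number 3 and between -0.25 and 0.10 on the other 23 arrays. With the narrower loess span of 0.1, that median was -0.011.

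**Figure D4:**
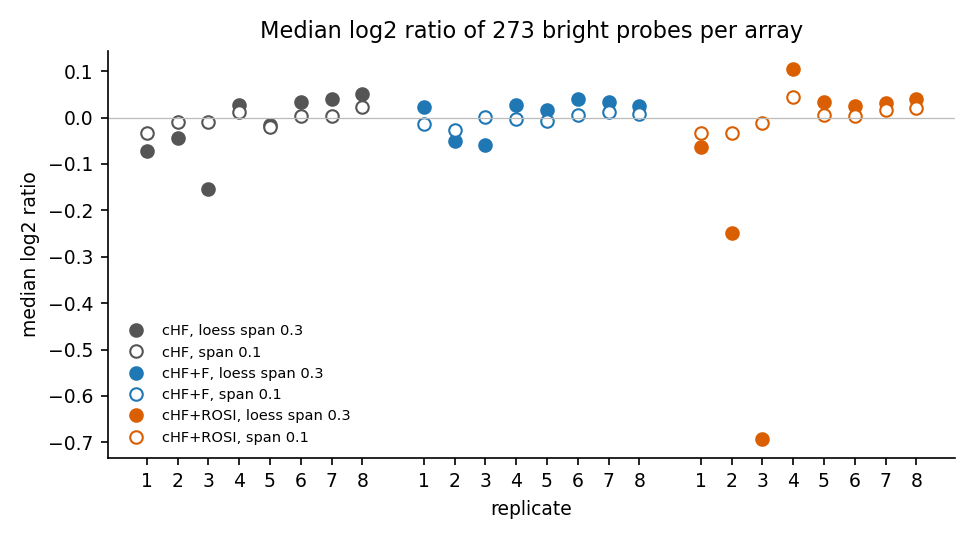
Median log2 ratio of 273 bright probes outside the listed sets on each array, by replicate number and diet group, with filled points for a loess span of 0.3 and open points for a span of 0.1. The filled point of the cHF+ROSI array 3 lies at -0.69 and its open point at -0.011.

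The Cy3 channel held the same pool on every array and so served as a background for differences between the array groups. In Cy3 alone, limma called 0 probes in each comparison, with 79, 299 and 19 probes at an unadjusted p under 0.05 for cHF+F versus cHF, cHF+ROSI versus cHF and cHF+F versus cHF+ROSI, and 0 probes passed the thresholds of 1.5-fold and p in any of them. With the slide as a block, Cy3 alone again gave 0 calls, but 244, 3410 and 409 probes at an unadjusted p under 0.05 in the same order. In cHF+ROSI versus cHF 39 probes then passed 1.5-fold and p, all higher in the cHF+ROSI arrays, and 773 passed 1.2-fold and p, with a smallest adjusted p of 0.219. Without the bright array of the cHF+ROSI mouse with replicate number 4, 4422 probes had an unadjusted p under 0.05 and 77 passed 1.5-fold and p. None of the 39 was among the 17 probes of the log2 ratio (0 shared). With array weights, 32 calls arose in Cy3.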

Values the study reported

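The study reported that the arrays contain 43,379 probes without controls and that 20,721 of them remained after probes under 2 times the background had been removed. At an absolute fold change of at least 1.5, it reported 18 well annotated genes for n-3 LC-PUFA, 12 of them down-regulated and 6 up-regulated, and 12 for rosiglitazone, with 5 down-regulated and 7 up-regulated. Among genes with an absolute fold change of at least 1.2 that it classified in biological processes, it listed 69 for the cHF+F mice (27 up and 42 down) and 22 for the cHF+ROSI mice (7 up and 15 down).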

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

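The tests of the brightest probes, of the Cy3 signal on single arrays, of sperm and blood transcripts, of liver carry-over and of slide 1 were chosen only after the results were seen. The values below stood apart from the other 7 arrays of their diet group by a gap that was large against the range of the group, by Dixon's test at its critical value for 8 arrays. Of 141 groups of values tested in this way, 16 had such an array, where 7.05 would be met by chance, and among the 90 groups of values of single genes there were 7.

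On the array of cHF+ROSI replicate 4, 91.1% of the spots were well above background in Cy5, against 50.8% to 59.6% on the other arrays of the group. In Cy3, which held the common pool, the share was 83.3%, against 38.3% to 48.1%. Since the pool was raised as well, the animal's own RNA is not needed to account for the difference, and the hybridisation or washing of that array is a candidate explanation. On the array of cHF replicate 3, the Cy3 share was 21.1%, against 37.1% to 49.3%. The arrays of slides 1 to 3 were dimmer in all groups, and the source of this was not tested.

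The mean log2 ratio of the fast fibre set was -0.91 on the array of cHF+ROSI replicate 3, against -0.090 to 0.48 on the others of the group. All 11 fast fibre genes and 28 of the 46 oxidative phosphorylation genes were among the brightest 2% of probes. Other probes as bright, from no listed set, had a median of -0.69 on this array, and all of them (100%) lay below the median of the group's other arrays. With the narrower loess the fast fibre value became 0.067 and the oxidative phosphorylation value changed from -0.46 to 0.020. A difference on this array that depends on brightness is consistent with these values, and an effect of the diet in this mouse is not needed for them. For the whole oxidative phosphorylation set in cHF+ROSI versus cHF the narrower loess left a mean of -0.041 (adjusted p 0.00554), so that the direction was kept while the size fell, and for that set the trend on this array and a change with the diet cannot be told apart. The adjusted p of this set ranged from 1.73e-09 to 0.982 over its alternatives.

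The sperm protein genes had a mean of 0.73 on the array of cHF+F replicate 2, against -0.92 to -0.22 on the others of that group. Testis genes other than these had a mean of 0.67 on the array of cHF+ROSI replicate 8, against -0.19 to 0.060. Across the 24 mice the deviations of both scores from their group means correlated with r = 0.877 (permutation p 6.0e-05, adjusted over 5 relations 3.0e-04) and rho = 0.722 (permutation p 2.0e-04, adjusted 0.0010), with r = 0.644 without the 2 farthest mice and r = 0.876 with slide means removed. Within the groups (cHF, then cHF+F, then cHF+ROSI) r was 0.917, 0.806 and 0.90 (exact p 7.69e-04, 0.00278 and 0.0310). On the array of cHF+ROSI replicate 8, Prm2 was 3.24, Tnp1 2.62, Prm1 2.09 and Odf2 1.94 log2 units above the mean of the group's other arrays, and 8 of 13 other testis genes were highest there, where 1.625 would be met by chance. Of the 13 genes, 3 were above background on 12 arrays or fewer. With the other 10 genes, r within the groups in the same order was 0.859, 0.673 and 0.784 (exact p 0.00429, 0.0309 and 0.0803), and 6 of the 10 were highest on that array, where 1.25 would be met by chance. Carry-over of testis or sperm during dissection or in the handling of RNA is a candidate explanation for cHF+ROSI replicate 8. In cHF and cHF+F the other testis genes were highest on the dimmer arrays of slides 1 to 3. They lay at -0.060 to 0.079 there, against -0.22 to -0.095 on the other cHF arrays. In cHF+F they lay at -0.055 to 0.029, against -0.26 to -0.11. In Cy3, on the common pool, the sperm protein genes ranged 2.59-fold in cHF, 1.69-fold in cHF+F and 1.48-fold in cHF+ROSI. Within cHF and cHF+F, carry-over and the brightness of the arrays thus cannot be told apart. Of the 32 listed testis genes 13 were detected, and how many of them muscle itself expresses was not analysed here. How any carry-over came about has not been shown, and expression of these genes in the muscle itself was not tested.

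The difference of the sperm protein score between the cHF+ROSI and the cHF mice was 0.81. Without replicates 7 and 8 of the cHF+ROSI group, which had the highest scores, it was 0.33, with a spread of 0.31 (SD) in the remaining 6 mice and 0.25 in the 8 cHF mice. The remaining difference was about as large as the spread, and carry-over in these mice and a difference of the whole group cannot be told apart, since the mice left out were picked by their values.

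The liver genes were also highest on the array of cHF+ROSI replicate 8, for 10 of 10 genes where 1.25 would be met by chance, with Mup1 2.70 and Alb 2.13 log2 units above the mean of the others. Of 17 listed liver genes 10 were tested, and whether muscle itself expresses them was not analysed here. Within groups the 10 genes moved together with a median pairwise r of 0.882, in Cy3 with 0.029, and random genes with -0.0039. The range of the score within a group was 3.12-fold in the cHF, 3.94-fold in the cHF+F and 8.23-fold in the cHF+ROSI mice. Such common movement of genes of different function is in line with carry-over of liver tissue or liver RNA in varying amounts. A systematic effect of rosiglitazone on these genes stays open, as the exact test of the score above, which took no account of the slide, did not decide it.

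Of the outlying values, 5 were on arrays of slide 1. The immediate early set had a mean of 0.48 on cHF replicate 1, against -0.16 to 0.13. Cpt1a was -0.17 on the same array, against 0.13 to 0.31, and Slc2a4 was 0.26, against -0.28 to -0.041. On cHF+F replicate 1, Slc2a4 was 0.38, against -0.025 to 0.12, and Nsfl1c was 0.26, against -0.0066 to 0.11. The slide 1 array had the widest deviations of its group in all 3 groups, with spreads of 0.242, 0.209 and 0.262 on the log2 scale. Across probes, the deviations of the slide 1 arrays from their groups correlated with r = 0.643 (cHF with cHF+F), 0.602 (cHF with cHF+ROSI) and 0.463 (cHF+F with cHF+ROSI), while the highest r between arrays of different groups on different slides was 0.436, so these arrays deviated together. For the outlying values themselves, the slide 1 arrays were compared with the rest of their groups. Slc2a4 was higher on slide 1 in all 3 groups, by 0.37, 0.34 and 0.29 in cHF, cHF+F and cHF+ROSI. The values in cHF and cHF+F were the outlying ones themselves, and they deviated in the same direction. In cHF+ROSI the difference was about as large as the SD of 0.28 in the rest of the group. Something shared by all arrays of that slide thus stays open for Slc2a4. Cpt1a differed by 0.022 and 6.01e-04 in cHF+F and cHF+ROSI, against -0.38 in cHF, and Nsfl1c by -0.0016 and -0.018 in cHF and cHF+ROSI, against 0.21 in cHF+F, so the other arrays of the slide did not follow. The immediate early set differed by -0.22 in cHF+F and 0.48 in cHF+ROSI, against 0.50 in cHF. With SDs of 0.21 and 0.20 for Cpt1a, 0.11 and 0.10 for Nsfl1c and 0.15 and 0.20 for the immediate early set in the rest of these groups, a shift shared by the slide and separate deviations of its animals cannot be told apart for these 3.

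The blood set had a mean of 0.96 on cHF replicate 7, against -0.44 to 0.13. Its 3 genes moved together within groups with a median pairwise r of 0.923, and with 0.485 in Cy3. Different amounts of blood left in the muscle might produce this, but as the genes also moved together in the common pool, blood and a technical source cannot be told apart. The other outlying values were the SREBP targets on cHF+ROSI replicate 7 (-0.38, against 0.049 to 0.27), Cd36 on cHF+F replicate 8 (-1.23, against -0.47 to 0.14), Ppargc1a on cHF+F replicate 2 (0.56, against -0.25 to 0.092) and Ppnr on cHF+F replicate 3 (0.65, against 0.18 to 0.40). No explanation, technical or biological, was tested for these 4.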

How the results depend on the processing

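The loess with a span of 0.1 was the only alternative chosen after results were seen, while the other alternatives, the limma comparisons, the tests of the 13 gene sets, the qRT-PCR list and the rule for named genes were fixed before the data were examined. The sets and the list were nevertheless written after reading the paper, which reports results from these same arrays. Where a value differed under an alternative, the cause was not tested unless stated. Of the authors' table only the cHF and cHF+F columns were used, so it gave values for cHF+F versus cHF alone, and the quantile normalization of the average intensity leaves log2 ratios unchanged by its construction. The correlation of both effects does not depend on a fit of only the 2 groups compared.

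The number of called probes in cHF+F versus cHF was 0 and became 2 with mean spot signals, 3 with no filter and 13 with array weights. At 1.5-fold it was 46 (16 higher, 30 lower) with the processed signals of Feature Extraction and 23 (6 and 17) with the authors' table. At 1.2-fold it was 564 (259 and 305) and 827 (170 and 657) with these, and 77 (23 and 54) with median centring. In cHF+ROSI versus cHF the number at 1.5-fold was 40 (26 and 14) with the processed signals, 34 (25 and 9) with Cy5 alone, 34 (28 and 6) with array weights, 7 (5 and 2) with the stricter filter and 6 (4 and 2) with the methods' t-test, and at 1.2-fold 330 (90 and 240), 378 (104 and 274) and 192 (106 and 86) with the first 3 of these and 150 (101 and 49) with no filter, which tests more probes.

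Of the qRT-PCR list, the genes called over the list alone in cHF+F versus cHF were 1 with Cy5 alone, 7 with the authors' table, 8 in a fit of only the 2 groups and 9 with array weights. In cHF+ROSI versus cHF they were 3 with no filter, 1 in the fit of 2 groups and 4 with array weights. In cHF+F versus cHF+ROSI they were 3 with mean spot signals, the processed signals, array weights, the mean of all probes of a gene and the span of 0.1, 2 with Cy5 alone and 1 with median centring. The correlation of both effects was 0.583 with the processed signals and 0.731 with Cy5 alone. The gene sets called were 0 with fry and 0 with an estimated correlation, which at an unadjusted p under 0.05 gave 3 each. Calls in the Cy3 reference were 4 with no filter and 32 with array weights.

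The replicate numbers are those of the slides. Deviations from the group means of arrays on the same slide correlated with a median r of 0.247 (-0.109 to 0.643), over 0.1 in 18 of 24 pairs, against -0.053 for arrays on different slides. For cHF with cHF+F the median was 0.466. Arrays of 1 slide thus deviated together in most pairs, though not in all, so that the slide acted as a batch, while the numbers mark no shared animal. With the replicate number as a block, limma called 6 probes in cHF+F versus cHF (4 higher and 2 lower, 1933 at an unadjusted p under 0.05), namely 3 of Sec14l1 (0.27) and 1 each of Fbxl22 (0.43), Cldn5 (-0.65) and Lyl1 (-0.28), with adjusted p-values of 0.0146 to 0.0363 and the same direction on 8 of 8 slides. It called 0 probes in cHF+ROSI versus cHF and 0 in cHF+F versus cHF+ROSI, with 1522 and 2094 at an unadjusted p under 0.05. The qRT-PCR genes called over the list alone were then 10, 2 and 6, the gene sets 12 (fast fibre in cHF+ROSI versus cHF besides the other 11), and the Cy3 calls 0. The block moved no other count of calls by over 1.5 times.

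Leaving out 1 array at a time gave ranges over 24 fits. In cHF+F versus cHF these were 0 to 2 called probes (2 without cHF+F replicate 8), 7 (without cHF+F replicate 2) to 20 at 1.5-fold, 131 to 215 at 1.2-fold and 4 to 9 list genes (9 without cHF+F replicate 5). In cHF+ROSI versus cHF they were 0 to 0 called probes, 12 to 32 at 1.5-fold (32 without cHF+ROSI replicate 6), 84 to 158 at 1.2-fold (158 without cHF replicate 1) and 0 to 3 list genes (3 without cHF+ROSI replicate 6). In cHF+F versus cHF+ROSI they were 0 to 2 called probes (2 without cHF+ROSI replicate 7), 2 (without cHF+F replicate 2) to 6 list genes and, over all probes, 0 to 1 (1 without cHF+F replicate 7). The correlation ranged from 0.302 to 0.493 and the called sets from 9 to 13.

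The oxidative phosphorylation set in cHF+ROSI versus cHF reversed to 0.14 (adjusted p 0.130) in Cy5 alone. Over all alternatives and arrays left out, the called sets gave 418 values, of which 372 kept their direction and side of the threshold, 45 kept the direction only and 1 reversed. For the 28 named gene results there were 1022 values, of which 1008 kept both, 14 passed the threshold that the main result had not, and 0 reversed. What signal over background limits was seen with the filters. At 1.5-fold there were 15 probes in cHF+F versus cHF and 7 in cHF+ROSI versus cHF with the stricter filter, and 16 and 20 with no filter, against 15 and 17 in the main values.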

Other observations

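The tests of array position on the number of calls, of other splits for the calls, of slow muscle, of fat and liver together, and of the shared control were planned, and all the other tests in this part were chosen only after results were seen. For each comparison, 100 of the possible splits of its 16 arrays were drawn, the real one included. As many called probes as in the real split (0) were met in 100 of 100 splits in each of the 3 comparisons. With an observed count of 0 this holds for any split, so that it decides nothing. Splits with any call numbered 0, 2 and 1 of 100 (for cHF+F versus cHF, cHF+ROSI versus cHF and cHF+F versus cHF+ROSI), and as many probes at an unadjusted p under 0.05 as in the real split were met in 16, 50 and 26. These splits take no account of the slide. With the slide as a block, as many probes at an unadjusted p as in the real grouping (1933, 1522 and 2094 in the same order) were met in 1, 10 and 2 of 100 sets of swaps within slides, the real one included. In cHF+F versus cHF the highest other set of swaps had 1485, which argues against chance for this number alone. In cHF+ROSI versus cHF chance cannot be excluded for it. In cHF+F versus cHF+ROSI the highest other set of swaps had 2195. The 226 probes past 1.2-fold and p were reached in 1 of 100, the real grouping, and the 32 past 1.5-fold and p in 21. Swapped groupings had up to 55 called probes where the real one had 0. These counts disagree, and the shares were not adjusted over the 3 comparisons, so that the swaps do not decide on chance there. The swaps do not part the diet from the position on the slide. The 15 probes past the fold and p thresholds in cHF+F versus cHF were equalled or exceeded in 25 of 100 splits, and the 17 in cHF+ROSI versus cHF in 24, and with the slide as a block the 15 and 22 such probes were reached in 20 and 8 of 100 sets of swaps, so that chance cannot be excluded for either. The 4 qRT-PCR list genes called in cHF+F versus cHF over the list alone were reached in 1 of 100 splits, the real one. As the study had picked these 4 genes on the same arrays under the real grouping, the splits cannot decide whether chance produced that count. The 6 probes called with the slide as a block were reached in 1 of 100 sets of swaps within slides, again the real one. As many called gene sets were met in 27 of 100 regroupings of the 24 arrays (median 8 sets, up to 17), so chance cannot be excluded for that count. As many Cy3 calls (0) were met in 100 of 100, which again holds for any regrouping.

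The position of an array on the slide was the same for all mice of a diet. If differences in the Cy3 reference had produced the probes past the fold and p thresholds, few of them would have changed in Cy5 alone, but 13 of 15 in cHF+F versus cHF and 16 of 17 in cHF+ROSI versus cHF still changed by at least 1.5-fold there. The largest change of these probes in Cy3 was 0.54 and 0.26. In Cy3 alone 0 probes passed the same thresholds in the fit without a block, but with the slide as a block 39 did in cHF+ROSI versus cHF, of which 0 were among the 17. That fit had 3410 probes of Cy3 at an unadjusted p under 0.05, a number reached in 15 of 100 sets of swaps within slides (the 39 in 11), and limma called 0, so chance cannot be excluded for a difference of the reference between these array groups. The bright array of cHF+ROSI replicate 4 was not its source, as the number was 4422 without it. For the 13 and 16 probes, this argues against position acting through Cy3 as the source of the change, and not for other probes. An effect of position on Cy5 alone stays open, since no array of a diet lay elsewhere. Of the 6 probes called with the slide as a block, 2 (Cldn5 and Lyl1) changed at least as much in Cy5 alone. For Sec14l1, Cy5 alone changed by 0.12 to 0.23 and Cy3 by -0.14 to -0.066, so that part of the ratio came from the reference, and for these calls diet and position cannot be told apart.

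The slow fibre genes were lower in the cHF+F mice by -0.37 on the log2 scale (exact p of the score 0.0385, adjusted over 12 tests 0.231). Different amounts of slow muscle, such as soleus, in the dissected tissue might give such a difference. Within groups the 11 genes had a median pairwise r of 0.430, against 0.015 for random genes, and 6 of them followed the score of the others with r of at least 0.926. The other 5 followed it less or not at all, namely Myl2 (0.620), Casq2 (0.434), Tpm3 (0.417), Myl6b (0.031) and Myl3 (-0.0016), and Myl3 was higher in the cHF+F mice (0.13). The score varied 1.79-fold within the cHF group alone. Given the score of the others, only Tnni1 of the 11 genes differed in the cHF+F mice by over 2 standard errors, and 0 in the cHF+ROSI mice. The first 6 genes are in line with varying amounts of slow muscle and the other 5 are not, so that this explanation stays open, as does a change of fibre type with the diet, which would move the same genes.

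If fat and other tissue had been carried over together, the liver genes would follow the adipocyte genes. The correlation of the deviations of both scores from their group means was r = -0.0783 (permutation p 0.702, adjusted over 5 relations 0.849) and rho = -0.131 (permutation p 0.538, adjusted 0.672), with r = 0.110 without the 2 farthest mice and -0.236 with slide means removed. Within the groups (cHF, then cHF+F, then cHF+ROSI) r was 0.235, -0.218 and -0.20 (exact p 0.60, 0.598 and 0.629). These values argue against common carry-over of fat and liver as the source of the liver genes. The adipocyte score also did not follow the sperm protein score (r = 0.0385, permutation p 0.849, adjusted 0.849, rho = -0.0496, permutation p 0.813, adjusted 0.813, r = 0.162 without the 2 farthest mice and 0.193 with slide means removed), with r of -0.0070, -0.277 and 0.356 within the groups in the same order (exact p 0.989, 0.454 and 0.434). The slow and fast fibre scores had r = -0.401 (permutation p 0.106, adjusted 0.177) and rho = -0.440 (permutation p 0.0430, adjusted 0.0716), with r = -0.443 without the 2 farthest mice, -0.563 with slide means removed, and -0.167, 0.028 and -0.656 within the groups (exact p 0.690, 0.954 and 0.105).

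The correlation of 0.391 between the changes in the cHF+F and the cHF+ROSI mice was reached or exceeded in 69 of 100 regroupings of the arrays, the real one included (mean of the regroupings 0.471, SD 0.168). The shared cHF arrays may account for all of it, and a common response to both additions is not needed. The higher correlations of 0.731 with Cy5 alone, 0.583 with the processed signals and 0.544 with no filter were reached in 24, 31 and 49 of 100 regroupings of their own values, and in 17, 35 and 41 of 100 when arrays were regrouped within slides.

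In the authors' deposited table, the change from cHF to cHF+F followed the brightness of the probes, which were divided by brightness into 5 classes of about the same size. From the dimmest to the brightest class, the median log2 change was -0.16, -0.069, 0.0035, 0.040 and 0.040, with 4.67% of probes higher in the dimmest and 66.5% in the brightest. The loess ratios showed medians of -0.0017 to 0.0051 in the same classes. The Cy3 reference, on the same pool, went from -0.056 in the dimmest to 0.084 in the brightest class, a difference of 0.141. A brightness-dependent difference between the arrays is therefore a likely contributor to the trend in that table. With that table, 2396 probes had an unadjusted p under 0.05 and 0 were called by limma, with a smallest adjusted p of 0.203.

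At an absolute fold change of at least 1.2, 169 probes were counted here for the cHF+F mice, 68 higher and 101 lower. These are higher than the numbers of classified genes quoted from the study above. For the cHF+ROSI mice 95 probes were counted, 56 higher and 39 lower. These are higher than the numbers of classified genes quoted from the study above, and in both cases all probes were counted here. At a fold change of at least 1.5, 3 probes of 3 genes were higher in the cHF+F mice. That is lower than the number of up-regulated genes quoted from the study above. In the same mice 12 probes of 9 genes were lower. That is below the number of down-regulated genes quoted from the study, which counted genes. In the authors' table, 6 named genes were higher (6 probes) and 12 lower (17 probes, 2 of them without a symbol). These totals equal the numbers of up-regulated and down-regulated genes quoted from the study. The study's down-regulated list, however, includes clones without a gene symbol, and probes without a symbol were left out of the named genes here. The equal totals thus rest on unlike rules, and the lists were not compared gene by gene. For the cHF+ROSI mice 15 probes were higher, of 9 named genes and 3 without a symbol. That is above the number of up-regulated genes quoted from the study. With the methods' t-test 4 probes of 4 genes were higher. That is below the same number. In the same mice 2 probes of 2 genes were lower. That is below the number of down-regulated genes quoted from the study.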
